A study of Mus musculus with 12 samples. Its data were reported in "Endothelial extracellular vesicles promote tumour growth by tumour‐associated macrophage reprogramming" (2022).

How the data were processed

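RNA-Seq of polyadenylated RNA was analysed for 12 libraries of RAW264.7 cells, a mouse macrophage line. The cells had been treated for 48 h with extracellular vesicles (EVs) shed by MS-1 cells, a mouse endothelial line, at 3 µg of vesicle protein per ml. Before the treatment the EVs had been loaded by electroporation with a synthetic mimic of miR-142-5p, of miR-183-5p or of miR-222-3p, or with a control mimic (ctrl-EVs), which the study's methods name as cel-miR-67, a worm miRNA. Groups were taken from the sample titles, which give 4 groups of 3 libraries and number the libraries of each group 1 to 3. The pairing of libraries across groups comes from these numbers in the titles. What a shared number stands for, such as a day of culture or a batch of library preparation, is not stated.

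The authors prepared stranded mRNA libraries, sequenced them as read pairs and assigned the reads to Ensembl mouse transcripts with Salmon, which splits a read that matches several transcripts among them by an estimate. The files deposited by the authors hold, for each transcript, its length, an effective length, an estimated count of read pairs that need not be whole and is not normalized between libraries, and a TPM value, a share of all transcript molecules that Salmon scales to the same sum in each library. Filters, and whether the assignment used the strand of the reads, are not stated. Replicates were not pooled. Because the estimated counts of near-identical genes depend on how Salmon divides shared reads, a gene with such copies is reported as uncertain.

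Transcripts were matched by identifier to the GENCODE vM21 annotation of the mouse genome build GRCm38, from which all positions are given. Of 118783 listed transcripts 116622 (98.2%) matched, in 35865 genes, and the 2161 others held 0.605% to 0.707% of a library's estimated counts. Of the 9101 lincRNA transcripts in the annotation 33 were among those listed, and 0 miRNA transcripts were, so long noncoding RNAs and the delivered miRNAs themselves were not analysed here. Estimated counts were summed by gene and rounded to whole numbers. The mean transcript length of each gene in each library, weighted by the deposited TPM values, entered the model as an offset, as tximport passes it to DESeq2. The total was 16294611 to 22974853 estimated counts per library, and 3 counts, taken as the smallest detectable signal, were 0.131 to 0.185 CPM. Such floors cover counting error only, since read pairs without molecular identifiers are not independent molecules.

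The design of each test followed the study's methods where they state it, and the tests, their samples and the alternatives were chosen before the data were examined, except where stated otherwise. Genes with at least 10 counts in at least 3 of the 12 libraries (13906 genes) were tested with DESeq2 1.42.0 in R 4.3.3. Each miR-EV group was compared with ctrl-EVs by a two-sided Wald test in 1 model of the 4 groups. All 9 miR-EV libraries together were compared with the 3 ctrl-EV libraries, and a likelihood ratio test asked whether any of the 4 groups differed. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The same fits were repeated with the replicate number as a block. Normalized counts are estimated counts divided by the size factors and the length offset.

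Gene set enrichment analysis (GSEA) was run with fgsea 1.28.0 on all tested genes ranked by DESeq2 log2 fold change (weight 1, 100000 gene permutations), as the study ranked its genes by fold change. The M1 and M2 in vitro lists of the study, of blood mononuclear cells activated in culture, held 576 and 353 genes, of which 551 and 337 matched a gene symbol and 490 and 285 were tested. Gene permutations carry no error between libraries, so a score was computed for each library as the mean over the list of log2(normalized count + 1) minus the gene's mean over the 12 libraries. Scores were compared by a two-sided exact permutation test and, for paired differences, by an exact sign-flip test. With 3 libraries against 3 the smallest possible p is 0.10, and with 3 paired differences it is 0.25. The p values of the 8 set tests were adjusted together.

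For the targets of each miRNA, the 7-nt site complementary to nt 2 to 8 of the mature miRNA was sought in the 3′ UTR of the transcript with the highest expression. The mean log2 fold change of genes with the site was set against that of genes without it, after regression on 3′ UTR length and GC content. Each shift was divided by a standard error set by the numbers of genes with and without the heptamer. Its two-sided p is the share of all 16068 heptamers found in at least 50 genes whose ratio was at least as extreme.

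The genes named were chosen by a rule: 4 markers used by the study (Arg1, Tgfb1, Nos2 and Il1b), any host gene of the 3 miRNAs that was measured (there were 0), and for each comparison with ctrl-EVs the 3 largest rises and 3 largest falls among called genes with a mean of at least 50 normalized counts and no overlap between miR-EV and ctrl-EV libraries. A further gene that the rule names is not reported here. Atm, Gm8430 and Gm10273 were chosen after their values were seen. Near-identical copies were sought with BLAST 2.17.0 among the transcripts of other genes, at no less than 95% identity over at least 90% of the length.

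The tests were tried on simulated data. Counts were drawn for the 13906 genes from the fitted means and dispersions of the replicate numbers, with 200 genes changed in the miR-142-5p libraries. The 200 were drawn from genes with a mean of at least 50 normalized counts, so the recovery does not cover weaker genes. A replicate effect shared by all groups was built in, which favours the block. The simulations therefore do not test whether the block suits the real libraries. At a change of 1 on the log2 scale DESeq2 called 99 of the 200 changed genes and 4 unchanged genes without the block, and 187 changed and 34 unchanged genes with it. edgeR 4.0.16 called 24 changed genes without the block, and 182 with it beside 19 unchanged genes. At a change of 0.5 the block raised the number of changed genes found by DESeq2 from 4 to 118, with 25 unchanged genes called, and by edgeR from 0 to 66, with 5 unchanged genes called. In these simulations the calls with the block thus held a larger share of false ones than the threshold of 0.05 states. A shift of −0.10 given to genes with a miR-183-5p site among 13005 genes was recovered as −0.08.

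The alternatives were TMM scaling, edgeR's quasi-likelihood test, the replicate block, no length offset, no count filter, only the compared groups in the fit, an adjusted p under 0.1, a minimum change of 0.5 on the log2 scale, GSEA ranked by the Wald statistic or limited to genes with a mean of at least 50 normalized counts, a pseudocount of 10, other definitions of the site and of the 3′ UTR, and leaving out each library in turn. Added after seeing the data were the combinations of the block with edgeR, with no length offset, with a correction of each library for gene length or GC content (a spline with 4 degrees of freedom), with the Wald ranking, with the limit on mean counts and, for Arg1, with no count filter. The Hallmark gene sets and the TargetScan predictions used in the study were not used here.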

Results

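To assess how miRNA-loaded EVs affect macrophage polarization, the mRNA of RAW264.7 macrophages was sequenced 48 h after treatment with ctrl-EVs or with EVs carrying a mimic of miR-142-5p (miR-142-5p-EVs), miR-183-5p (miR-183-5p-EVs) or, in the last group, miR-222-3p (miR-222-3p-EVs), with 3 libraries per group. The total of estimated counts in replicates 1, 2 and 3 was 19568719, 17181572 and 20468259 for ctrl-EVs. It was 21801355, 16294611 and 18990222 for miR-142-5p-EVs, 22974853, 18927524 and 22363164 for miR-183-5p-EVs, and 21502012, 17313377 and 20480976 for miR-222-3p-EVs. Between 12849 and 13353 genes per library had at least 10 counts. The 10 most abundant genes of a library held 5.55% to 8.70% of its counts and mitochondrial genes held 3.48% to 5.41%. Each library was counted as 1 sample. Counts of replicates of the same group differed by far more than sampling noise (chi-square per degree of freedom 26.9 to 174 over 12 pairs). Separate libraries vary beyond counting noise in any case, so these values only describe the spread.

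Libraries with the same replicate number deviated together. The correlation of their deviations from the group means, taken across 13906 genes, averaged 0.608 over 18 pairs (0.409 to 0.797), against −0.287 over 36 pairs with other numbers. The latter value is largely set by the centring on group means and is no separate comparison. Genes are not independent replicates, so this correlation is descriptive. In a principal component analysis (PCA) of the 500 most variable genes, the replicate number separated the libraries and the treatment did not. The first component (49.4% of the variance) placed the 4 libraries of replicate 2 between −40.9 and −25.9 and the other 8 between 9.93 and 23.3. The second (11.4%) placed replicate 1 between 9.01 and 19.4 and replicate 3 between −15.7 and −10.6.

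**Figure D1:**
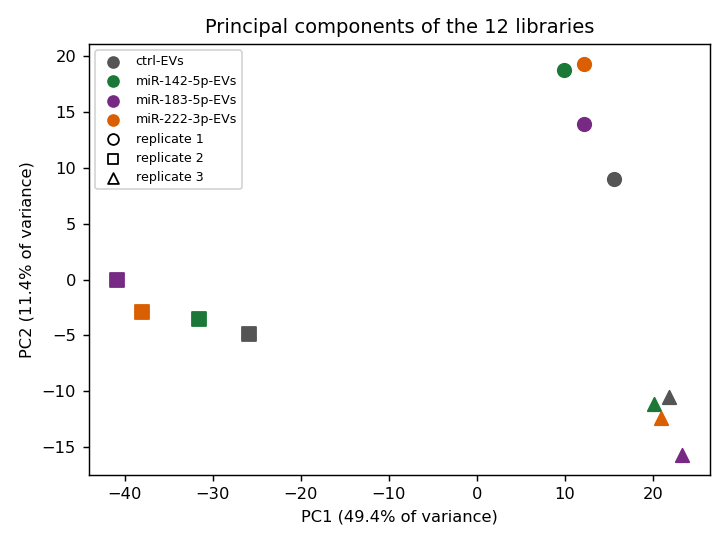
PCA scores of the 12 libraries on the first and second components (49.4% and 11.4% of the variance), computed from the 500 most variable genes, with colour for the treatment and marker shape for the replicate number. Libraries group by replicate number, with replicate 2 between −40.9 and −25.9 on the first component, and not by treatment.

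To find genes that respond to each miRNA, each group of miR-EV libraries was compared with ctrl-EVs in DESeq2. For miR-142-5p-EVs 1 gene was called at an adjusted p under 0.05, which was lower, while 73 genes had an unadjusted p under 0.05. For miR-183-5p-EVs 0 genes were called (138 at an unadjusted p under 0.05, lowest DESeq2 adjusted p 0.267). For miR-222-3p-EVs 0 genes were called (101 at an unadjusted p under 0.05). Without any effect, calibrated p values would put a share of about 0.05 of the 13906 tested genes under 0.05. The 3 counts are below that share, so these fits were conservative and few or 0 calls do not show that no gene responded. With the replicate number as a block, given the correlation of 0.608 between libraries of the same number, DESeq2 called 8 genes for miR-142-5p-EVs (4 higher, 4 lower), 57 for miR-183-5p-EVs (44 higher, 13 lower) and 9 for miR-222-3p-EVs (6 higher, 3 lower). Of the alternatives chosen before the data were examined, the block moved these counts most, and with a correction for GC content added to it, chosen after the data were seen, they were 13, 75 and 12. edgeR with the same block called 0 genes in each of the 3 comparisons, with 893, 1491 and 986 genes at an unadjusted p under 0.05.

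The single gene called without the block was Gm8430, a processed pseudogene on chromosome 6 (122456904 to 122457374, GRCm38). Its normalized counts were 0, 87.5 and 0 in ctrl-EV replicates 1, 2 and 3 and 0 in each miR-142-5p-EV library (DESeq2 adjusted p 0.000107). They were 16.2, 54.9 and 21.8 in the miR-183-5p-EV libraries and 0, 0 and 9.01 in the miR-222-3p-EV libraries. Its DESeq2 adjusted p was 0.931 with the block, 0.0109 with the block and a correction of each library for gene length, chosen after the data were seen, and 1.0 whichever ctrl-EV library was left out. Transcripts of 8 other genes are near-identical to it, Rps27a the closest at 99.8% identity, and its counts are uncertain.

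Under the block, the naming rule gave 1 gene for miR-142-5p-EVs, 6 for miR-183-5p-EVs and 1 for miR-222-3p-EVs; without the block it gave 0 in each comparison. The rule asks that the 3 libraries of each group do not overlap, which chance gives for 10% of genes if the 6 libraries are exchangeable. With libraries of the same number correlated at 0.608 they are not, so that share is only a guide. Il1rl1 (chromosome 1, 40429570 to 40465415) had 96.3 ± 48.4 normalized counts (SD, n = 3) with miR-142-5p-EVs and 28.5 ± 5.20 (SD, n = 3) with ctrl-EVs, a log2 fold change of 1.68 ± 0.33 (SE) with a DESeq2 adjusted p of 0.00202 under the block and 1.0 without it. Dnajc12 (chromosome 10, 63382443 to 63410576) had 134 ± 8.99 counts (SD, n = 3) with miR-183-5p-EVs and 230 ± 16.7 (SD, n = 3) with ctrl-EVs, a log2 fold change of −0.78 ± 0.17 (SE). Its DESeq2 adjusted p was 0.0116 under the block and 0.267 without it. The other genes named for miR-183-5p-EVs were Gm14295 (chromosome 2, 176798612 to 176811223), Cybb (chromosome X, 9435252 to 9487771) and Dnmt3a (chromosome 12, 3806007 to 3914443), with log2 fold changes of 1.05, 0.74 and 0.51, and Camta1 (chromosome 4, 150917322 to 151861876) and Clptm1 (chromosome 7, 19631571 to 19665033), with −0.86 and −0.41. Their DESeq2 adjusted p under the block was between 0.0138 and 0.0498. Camta1 overlaps 3 other tested genes, and without the length offset its log2 fold change was 0.0019. For miR-222-3p-EVs, Slc43a2 (chromosome 11, 75531694 to 75577575) rose from 1267 ± 162 to 1761 ± 407 counts (SD, n = 3 each), a log2 fold change of 0.46 with a DESeq2 adjusted p of 0.0273 under the block. With edgeR and the block the adjusted p of these genes was between 0.334 and 0.684, above 0.05 for each of them. After the length correction with the block the DESeq2 adjusted p of Cybb, Dnmt3a, Clptm1 and Slc43a2 was above 0.05, at 0.126, 0.0514, 0.0852 and 0.292. With the block and no length offset Dnmt3a was still called (DESeq2 adjusted p 0.0241). Il1rl1, Clptm1 and Slc43a2 were not, the log2 fold change of Il1rl1 being 0.87 (adjusted p 0.994). Gm14295, Cybb, Camta1 and Dnajc12 had no adjusted p in that fit. Their log2 fold changes there were 0.14, 0.70, −9.1e-05 and −0.44. With the block and the GC correction Cybb had an adjusted p of 0.0937, and Gm14295, Camta1, Dnajc12 and Slc43a2 had none because DESeq2 sets aside genes by their mean count.

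To ask whether the miR-EV libraries differ on average from ctrl-EVs, the 9 miR-EV libraries were compared together with the 3 ctrl-EV libraries. That comparison cannot show whether the 3 miRNAs act alike, since a single miR-EV group or the ctrl-EV libraries could produce a difference. DESeq2 called 0 genes without the block (231 at an unadjusted p under 0.05; lowest adjusted p 0.722) and 223 genes with it (144 higher, 79 lower), the correlation between libraries of the same number being 0.608. The 231 genes without the block are also fewer than a share of 0.05 of the tested genes, so the 0 calls there do not show absence of change. The median size of the 223 changes was 0.32 on the log2 scale. edgeR with the block called 0 (1868 at an unadjusted p under 0.05; lowest adjusted p 0.0567). The rule named 6 of the 223 genes. Zfp950 (chromosome 19, 61053840 to 61140840), Tmem135 (chromosome 7, 89139714 to 89404222) and Cbx5 (chromosome 15, 103191544 to 103239816) were higher in 9 of 9 miR-EV libraries than in any ctrl-EV library, with log2 fold changes of 0.42, 0.30 and 0.30. Zfp950 overlaps 1 other tested gene, Grk5, on the opposite strand. Dnajc12, Chpf (chromosome 1, 75474569 to 75479307) and Mrps10 (chromosome 17, 47368887 to 47381417) were lower in 9 of 9, with −0.54, −0.50 and −0.44. Tmem135, for example, had 1423 ± 75.2 normalized counts (SD, n = 9) against 1154 ± 104 (SD, n = 3), with a DESeq2 adjusted p of 0.00277 under the block and 0.722 without it. The 6 adjusted p under the block lay between 0.00277 and 0.0372. After the length correction those of Cbx5, Dnajc12 and Mrps10 were above 0.05, at 0.201, 0.0580 and 0.0591. With the block and no length offset Cbx5 and Chpf were still called, while the log2 fold change was 0.05 for Tmem135 (DESeq2 adjusted p 0.808), −0.02 for Zfp950 (0.960), −0.30 for Dnajc12 (0.194) and −0.14 for Mrps10 (0.541). After the GC correction the adjusted p of Zfp950 and Chpf was 0.0699 and 0.0705.

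Genes called in the same direction by all 3 comparisons numbered 0 without the block. With it there was 1, Atm (chromosome 9, 53439149 to 53536740), named after its values were seen. Atm had 1790 ± 513 normalized counts with ctrl-EVs, 2791 ± 708 with miR-142-5p-EVs, 2515 ± 691 with miR-183-5p-EVs and 2850 ± 972 with miR-222-3p-EVs (SD, n = 3 each). The log2 fold changes under the block were 0.65, 0.50 and 0.66, with DESeq2 adjusted p of 0.000189, 0.0138 and 5.25e-05, and without the block the adjusted p was 1.0 in each comparison. With the block and no length offset Atm was not called (DESeq2 adjusted p 0.994, 0.186 and 0.846). The likelihood ratio test among the 4 groups called 1 gene without the block and 12 with it. The former was Gm10273 (chromosome 10, 59395632 to 59396757; DESeq2 adjusted p 0.0281, and 0.000215 with the block), chosen after its values were seen. Its normalized counts in replicates 1, 2 and 3 were 109, 21.9 and 106 with miR-183-5p-EVs and 6.97, 10.5 and 6.59 with ctrl-EVs. They were 0.886, 5.08 and 0.981 with miR-142-5p-EVs and 1.82, 7.27 and 31.8 with miR-222-3p-EVs. Replicate 3 of the latter was above replicate 2 with miR-183-5p-EVs. Gm10273 is near-identical to Timm23 (99.9%), and its counts are uncertain.

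The canonical markers of macrophage polarization were then examined. Arg1 and Tgfb1 mark M2 cells, and Nos2, which encodes iNOS, and Il1b mark M1 cells. Arg1 (chromosome 10, 24915221 to 24927484) was close to the detection limit, with 3.36 ± 3.13 normalized counts with ctrl-EVs, 9.67 ± 9.75 with miR-142-5p-EVs, 5.81 ± 1.55 with miR-183-5p-EVs and 9.66 ± 4.51 with miR-222-3p-EVs (SD, n = 3 each). It did not pass the count filter and was fitted without it, and no difference was detectable by that fit at this depth. Tgfb1 (chromosome 7, 25687002 to 25705077) had 756 ± 152, 771 ± 13.5, 761 ± 88.6 and 768 ± 43.7 counts in the same order (SD, n = 3 each), with log2 fold changes of 0.03, 0.01 and 0.02, each with an SE of 0.17. Nos2 (chromosome 11, 78920787 to 78960254) had 71.2 ± 65.5, 89.4 ± 99.6, 66.2 ± 58.6 and 88.0 ± 97.1, and Il1b (chromosome 2, 129364570 to 129371139) had 38.4 ± 5.70, 31.9 ± 15.9, 32.1 ± 17.1 and 39.9 ± 8.51 (SD, n = 3 each).

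Arg1 with miR-222-3p-EVs lay above ctrl-EVs by more than the SD of either group and in 3 of 3 numbers, with a log2 fold change of 1.5 ± 1.01 (SE). Each other mean of a marker differed from ctrl-EVs by less than the larger SD of the 2 groups. Of 12 tests of the 4 markers 0 reached an unadjusted p under 0.05, the DESeq2 adjusted p was 1.0 in each, and adjustment over the 12 tests alone gave 0.957. With the block 0 of the 12 tests reached an unadjusted p under 0.05, given the correlation of 0.608 between libraries of the same number. For Arg1 this fit had no count filter, which was chosen after the data were seen, and gave log2 fold changes of 1.27, 1.02 and 1.56. The lowest DESeq2 adjusted p with the block was 0.935 over the 9 tests that had one, and the lowest over the 12 marker tests alone was 0.930. DESeq2 set aside Nos2 with miR-222-3p-EVs and Il1b with miR-183-5p-EVs and with miR-222-3p-EVs by their mean count. Against the ctrl-EV library of the same number, Arg1 was higher in 7 of 9 miR-EV libraries, Tgfb1 in 5, Nos2 in 4 and Il1b in 4. Without the length offset the changes of Tgfb1 and Nos2 with miR-183-5p-EVs and of Il1b with miR-222-3p-EVs took the opposite sign.

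**Figure D2:**
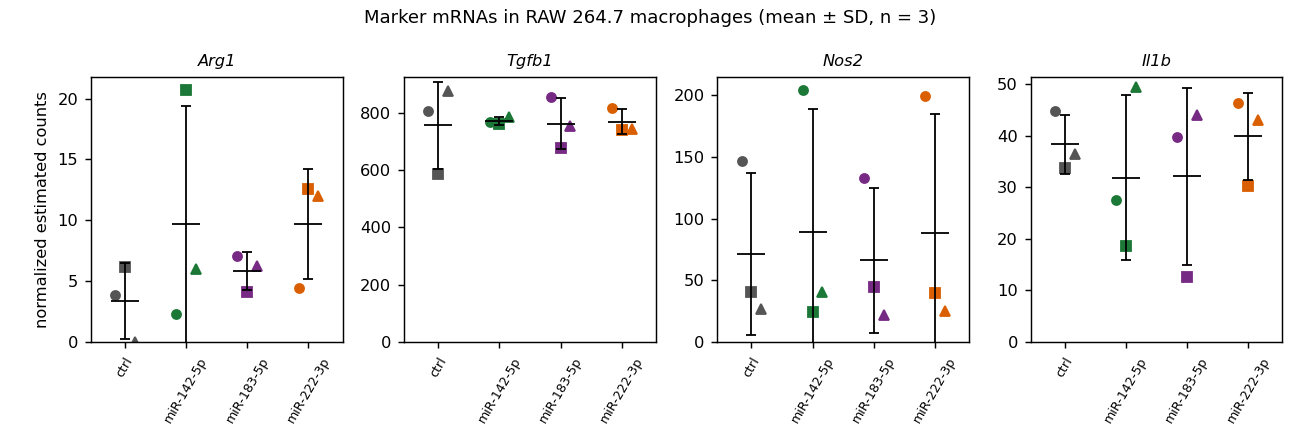
Normalized estimated counts of Arg1, Tgfb1, Nos2 and Il1b in each library by treatment, with circle, square and triangle for replicates 1, 2 and 3 and the mean ± SD of 3 libraries. The miR-EV libraries overlap the ctrl-EV libraries for each marker, and Arg1 stays near 3 to 10 counts on average.

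To determine whether the M1 and M2 signatures shifted, GSEA was run on the genes ranked by DESeq2 log2 fold change. The M2 in vitro list had an NES of 1.07 with miR-142-5p-EVs, 0.93 with miR-183-5p-EVs and 0.99 with miR-222-3p-EVs, and 1.05 with all miR-EVs together. The M1 in vitro list had an NES of 1.12, 0.96, 1.19 and 1.08. Adjusted over the 8 tests the p values were between 0.579 and 0.652. With the replicate block, libraries of the same number correlating at 0.608, the M2 NES was 0.95, 0.77, 1.01 and 1.0 and the M1 NES 1.04, 0.80, 1.08 and 1.01 (adjusted p between 0.773 and 0.972). Leaving out single libraries moved the NES of M1 with miR-183-5p-EVs to between −1.09 and 1.36 and that of M2 with miR-142-5p-EVs to between −1.04 and 1.32, and in 10 tests of this kind the adjusted p was under 0.05. Over the 10857 genes with a mean of at least 50 normalized counts each NES without the block was higher, the M2 NES being 1.51, 1.12, 1.30 and 1.46 (adjusted p 0.00337, 0.206, 0.0444 and 0.00706) and the M1 NES 1.48, 1.28, 1.56 and 1.49 (adjusted p 0.000757, 0.0301, 0.000472 and 0.000757).

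Scores of each library gave the error that gene permutations leave out. The M2 score was −0.021 ± 0.058 with ctrl-EVs, 0.014 ± 0.103 with miR-142-5p-EVs, −0.003 ± 0.105 with miR-183-5p-EVs and 0.010 ± 0.108 with miR-222-3p-EVs (log2 scale; SD, n = 3 each). The differences from ctrl-EVs of 0.035, 0.019 and 0.031 were smaller than these spreads (two-sided exact permutation p = 0.7, 0.9 and 0.7; smallest possible 0.10). The M1 score was −0.017 ± 0.087, 0.017 ± 0.092, −0.023 ± 0.161 and 0.022 ± 0.138 (exact permutation p = 0.7, 1.0 and 0.6). For all 9 miR-EV libraries the difference was 0.028 for M2 and 0.022 for M1 (exact permutation p = 0.618 and 0.759; smallest possible 0.00455). Adjusted over the 8 tests each p was 1.0. Paired with the ctrl-EV library of the same number, the M2 difference was above 0 in 2 of 3 numbers for each miRNA (exact sign-flip p = 0.5, 0.75 and 0.5; smallest possible 0.25), and so was the M1 difference (exact sign-flip p = 0.5, 1.0 and 0.5).

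**Figure D3:**
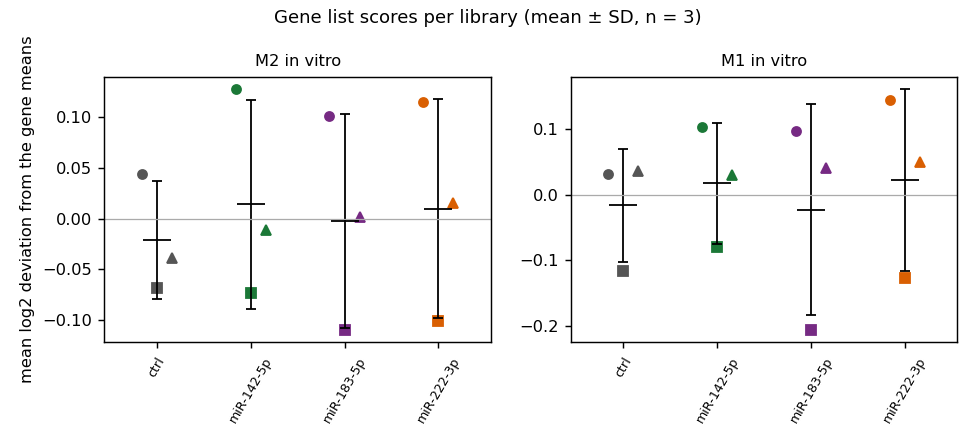
M2 and M1 in vitro list scores of each library by treatment, as the mean log2 deviation from the gene means over 285 and 490 genes, with the mean ± SD of 3 libraries. Replicates within a treatment lie farther apart than the treatment means.

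To look for repression of predicted targets, genes with a 3′ UTR site for the delivered miRNA were compared with genes without one. The mean log2 fold change of 1794 genes with a miR-142-5p site was shifted by 0.015 with miR-142-5p-EVs (p over heptamer permutation 0.138), that of 1160 genes with a miR-183-5p site by 0.0017 with miR-183-5p-EVs (0.918), and that of 1223 genes with a miR-222-3p site by 0.0049 with miR-222-3p-EVs (0.705). For 1211 genes with a cel-miR-67 site the shift in all miR-EVs against ctrl-EVs was −0.0077 (0.580). Adjusted over the 4 tests the p values were between 0.552 and 0.918. With the replicate block, at the same correlation of 0.608, the shifts were 0.016, 0.00005, 0.0091 and −0.0042 (0.142, 0.998, 0.569 and 0.782). No fall of genes with a site was detected.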

Values the study reported

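The study reported that in RAW264.7 macrophages M2-like markers were enriched after treatment with miR-142-5p-EVs (NES 2.01, FDR q 4.0E‐3), miR-183-5p-EVs (NES 2.08, FDR q 0) and miR-222-3p-EVs (NES 1.88, FDR q 6.0E‐3) against control EVs, and that M1-like markers were unaffected. These values concern gene lists in GSEA. By RT-qPCR the study also reported that miRNA-enriched EVs raised Arg1 and lowered the M1 markers Nos2 and Il1b in RAW264.7 cells. In another RT-qPCR experiment it reported higher Arg1 and Tgfb1, with Nos2 and Il1b not significantly affected. By TargetScan it counted 457 targets shared by the 3 miRNAs.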

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

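Results were recomputed under the alternatives chosen for them. GSEA, the list scores and the site shifts were not run with the length or GC correction or with only the compared groups in the fit, and Arg1 as a single gene was refitted with the block alone. The results from combining the replicate block with a further change were chosen after the data were seen, and no test of a cause was made in this part, so where a result changed the cause was not tested. The 0 calls for miR-183-5p-EVs, miR-222-3p-EVs and all miR-EVs stayed at 0 under TMM scaling, no length offset, no count filter and edgeR without the block (92, 66 and 166 genes at an unadjusted p under 0.05 in edgeR). The 1 call for miR-142-5p-EVs became 0 with edgeR (63 at an unadjusted p under 0.05) and with only the compared groups in the fit (64), and the 1 call among the 4 groups became 0 with edgeR (38). With edgeR and the block these were 0 and 0 again (893 and 691 at an unadjusted p under 0.05). Without the block the counts at an unadjusted p under 0.05 were below a share of 0.05 of the tested genes. The 0 calls that stayed at 0 there do not show absence of change.

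Of the alternatives chosen before the data were examined, the replicate block changed the counts most. It gave 8 genes for miR-142-5p-EVs (4 higher, 4 lower), 57 for miR-183-5p-EVs (44 and 13), 9 for miR-222-3p-EVs (6 and 3), 223 for all miR-EVs (144 and 79), 12 among the 4 groups and 1 shared by the 3 comparisons, and 14 named genes in place of 0, a gene being counted once for each comparison that names it. Combined with no length offset it gave 3 (1 and 2), 33 (27 and 6), 6 (4 and 2), 155 (92 and 63) and 4 genes, and 6 named genes. Combined with the length correction it gave 8 (4 and 4), 50 (39 and 11), 6 (2 and 4), 115 (66 and 49) and 14 genes, 1 shared gene and 13 named genes. Combined with the GC correction it gave 13 (8 and 5), 75 (53 and 22), 12 (8 and 4), 256 (156 and 100) and 23 genes, 3 shared genes and 15 named genes. Of the 223 and the 115 genes 86 were the same genes, all 86 with the same direction. With the block, leaving out replicate 1, 2 or 3 in all groups gave 138 (126 higher, 12 lower), 524 (252 and 272) and 173 (105 and 68) genes for all miR-EVs. With miR-142-5p-EVs these fits called 2, 27 and 14 genes, with miR-183-5p-EVs 74, 14 and 25, and with miR-222-3p-EVs 1, 20 and 15. Without replicate 2 miR-183-5p-EVs no longer had the most calls of the 3.

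Limiting GSEA to genes with a mean of at least 50 normalized counts took the M2 NES past the threshold for miR-142-5p-EVs (1.51), miR-222-3p-EVs (1.30) and all miR-EVs (1.46), and the M1 NES for miR-142-5p-EVs (1.48), miR-183-5p-EVs (1.28), miR-222-3p-EVs (1.56) and all miR-EVs (1.49). With the block as well the M2 NES was 1.51, 1.29 and 1.46 in the same order, and the M1 NES 1.30, −1.04, 1.31 and 1.30, reversed for miR-183-5p-EVs. It was reversed there too with the Wald ranking and the block (−1.01).

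The shift of genes with a miR-183-5p site, 0.0017, was −0.00028 with edgeR and the block, −0.025 with 8-nt sites and −0.0046 with the longest 3′ UTR. That of miR-222-3p sites was −0.0068 without a count filter, and that of cel-miR-67 sites was 0.00049 with 6-nt sites and 0.026 without the regression. Among single genes, the log2 fold change of Tgfb1 with miR-183-5p-EVs was −0.00085 with edgeR, −0.0012 with TMM scaling, −0.076 without the length offset and −0.068 without it and with the block. Without the offset Nos2 with miR-183-5p-EVs was 0.34 (0.20 with the block), Il1b with miR-222-3p-EVs −0.15 (−0.19 with the block) and Camta1 with miR-183-5p-EVs 0.0019, and with the block Zfp950 in all miR-EVs was −0.021. In other single-gene results, leave-one-out fits aside, the adjusted p crossed to under 0.05 in 43, crossed to above it or was lost in 6 and kept its side in 217. The 43 concern genes chosen for their call under the block, so they show no stability, and the size of the change was often smaller there.

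Leaving out each library in turn (6 fits for each single comparison, 12 for all miR-EVs) gave 0 to 1 called genes for miR-142-5p-EVs, 0 to 1 for miR-183-5p-EVs, 0 to 3 for all miR-EVs, 0 to 2 among the 4 groups and 0 to 1 named genes, and 0 in each fit for miR-222-3p-EVs, shared genes and markers. For the comparisons with ctrl-EVs in the order miR-142-5p, then miR-183-5p, then miR-222-3p and last all miR-EVs, the M2 NES ranged from −1.04 to 1.32, −0.95 to 1.16, −0.96 to 1.42 and 0.80 to 1.21, and the M1 NES from −0.82 to 1.45, −1.09 to 1.36, 0.72 to 1.58 and 0.86 to 1.48. In 10 of these tests the adjusted p fell under 0.05, for M2 with miR-142-5p-EVs and with miR-222-3p-EVs and for M1 in each comparison, and each of them left out ctrl-EV replicate 3 or replicate 2 of a miR-EV group. The M2 score difference ranged from −0.020 to 0.080, −0.032 to 0.074, −0.022 to 0.087 and 0.0044 to 0.060, and the M1 score difference from −0.017 to 0.083, −0.066 to 0.087, −0.022 to 0.114 and −0.028 to 0.049. The site shift ranged from 0.0052 to 0.027 for miR-142-5p, −0.0068 to 0.0069 for miR-183-5p, −0.0057 to 0.016 for miR-222-3p and −0.017 to 0.0033 for cel-miR-67. For the 3 miR-EV groups, the log2 fold change of Tgfb1 ranged from −0.13 to 0.15, −0.14 to 0.13 and −0.13 to 0.14, that of Nos2 from −1.15 to 1.41, −1.11 to 0.98 and −1.15 to 1.39, and that of Il1b from −0.72 to −0.0015, −0.53 to 0.13 and −0.059 to 0.22. The depth limits Arg1, whose estimated counts were 0 to 10 per library.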

Other observations

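The tests of library size and of gene length in ctrl-EV replicate 3 were chosen only after their result was seen, and the tests of gene length, GC content, replicate 3 and near-identical copies, and the splits over genes with a mean of at least 50 counts or with the length correction, were chosen after the pattern they address was seen.

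The M2 in vitro NES here was 1.07 with miR-142-5p-EVs, 0.93 with miR-183-5p-EVs and 0.99 with miR-222-3p-EVs. Each is lower than the value quoted from the study above. Over genes with a mean of at least 50 normalized counts the values were 1.51, 1.12 and 1.30, also lower in each. The study used the GSEA software in place of fgsea, and the genes in its ranked lists are not stated. The values may therefore not be directly comparable.

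The counts and NES were compared with those from other splits of the libraries that keep 1 library of each replicate number in each group of 3. For 1 miRNA against ctrl-EVs there are 4 such splits, too few for a share under 0.05. For all miR-EVs there are 64 of the 220 possible splits, and for the 4 groups 100 of 576 were drawn. The remaining splits put more than 1 library of a number into the same small group and were not fitted. Without the block, splits with at least as many called genes numbered 4 of 4 for miR-142-5p-EVs, 4 of 4 for miR-183-5p-EVs, 4 of 4 for miR-222-3p-EVs, 64 of 64 for all miR-EVs, 37 of 100 for the 4 groups and 100 of 100 for shared genes, a count of 0 being matched by any split. With the block they numbered 3 of 4, 1 of 4, 1 of 4, 1 of 64, 35 of 100 and 33 of 100. Of these the block count for all miR-EVs alone was rarer than 0.05.

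Splits were counted by the size of their NES in either direction, so negative values count too. The shares of splits with an equally positive NES may be smaller and were not computed. For the M2 NES without the block, 2 of 4, 3 of 4, 2 of 4 and 15 of 64 splits were as large for the miR-142-5p group, the miR-183-5p group, the miR-222-3p group and all miR-EVs. For the M1 NES they were 2 of 4, 4 of 4, 4 of 4 and 28 of 64. With the block they were 3 of 4, 4 of 4, 2 of 4 and 17 of 64 for M2, and 2 of 4, 4 of 4, 4 of 4 and 31 of 64 for M1. Over genes with a mean of at least 50 counts GSEA gave adjusted p under 0.05 for both lists. There 11 of 64 splits for M2 and 13 of 64 for M1 reached the size of the NES of all miR-EVs in either direction. With the block 6 of 64 and 18 of 64 did. A candidate explanation of these low p values is that genes of a list vary together between libraries, which gene permutations do not take into account.

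The block fit of all miR-EVs called 223 genes, and no other of the 64 splits gave more than 108 (median 2). The median number of called genes was 0, 3 and 18 for splits whose group of 3 held 0, 1 or 2 ctrl-EV libraries. With 1 miR-EV group set against all other libraries, 2 genes were called for miR-142-5p, 1 for miR-183-5p and 0 for miR-222-3p. The ctrl-EV libraries may thus differ within each number from all 3 miR-EV groups. Called genes that were higher had a median length of 3941 nt and those that were lower 1303 nt, against 2084 nt for all tested genes. In replicate 3, the differences from ctrl-EVs correlated across genes with log2 length at 0.307, 0.294 and 0.277, and in replicates 1 and 2 between −0.042 and 0.053. In ctrl-EV replicate 3 expression relative to the gene means correlated with log2 length at −0.229, farther from 0 than in the 11 other libraries (−0.087 to 0.072), which is consistent with a length bias of that library. After a correction that brought this correlation within 0.0037 of 0 in each library, 115 genes were called, 86 of them among the 223, a count reached by 2 of 64 splits, the other of which held 2 ctrl-EV libraries and gave 153. A smooth trend with gene length could account for part of the 223 calls, while 86 were still called after its removal. Length effects other than such a trend were not excluded, and length and GC content were not corrected together. Expression in ctrl-EV replicate 3 also correlated with GC content, at 0.187 (−0.101 to 0.083 in the other libraries). After a correction that brought these correlations within 0.0029 of 0, 256 genes were called, most of the 223 among them. A smooth trend with GC content thus did not account for most of the calls. Without replicate 3 the fit called 173 genes, of which 53 were among the 223. A count of that size thus arose without replicate 3, but most of the 223 genes were not called there, and a part of that replicate in them was not excluded. The ctrl-EV library had the lowest or highest total in 1 of 3 numbers, but it was below the mean total of the miR-EV libraries in each number, so library size was not ruled out. edgeR with the block called 0 genes (1868 at an unadjusted p under 0.05). A response common to the 3 mimics, a response to the control mimic and a technical difference of the ctrl-EVs or their libraries would look alike in these data and were not separated.

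Atm was the one gene called by all 3 comparisons under the block, with a log2 fold change of 0.60 ± 0.09 (SE) in all miR-EVs and higher in 9 of 9 libraries than the ctrl-EV library of the same number. Without the block, leaving out single libraries moved the change in all miR-EVs to between 0.39 and 0.79. Its DESeq2 adjusted p there was 8.07e-07 under the block, 2.44e-05 after the length correction, 2.93e-06 after the GC correction, 0.0911 with the block and no length offset (log2 fold change 0.33), 0.0567 with edgeR and the block, and 1.0 without the block. At least 1 shared gene came from 33 of 100 splits, a count that does not test Atm itself. A response of Atm to the 3 miRNAs is a hypothesis, found and tested on the same data.

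The call of Gm8430 without the block may come from reads shared with near-identical copies, since 8 other genes match it. Of the ctrl-EV libraries replicate 2 alone held counts of it, while each miR-183-5p-EV library held some, and the reads were not traced to a copy. Shared reads may also lie behind the call of Gm10273, with 1 near-identical copy, the gene Timm23. Its 3 miR-183-5p-EV libraries were each above the ctrl-EV libraries, and whether the division of reads between the copies could produce this was not tested beyond the copy count of 1.

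A list of 116 genes of tumour-associated macrophages from the study, added to the M1 and M2 lists, had an NES of 1.16, −0.89, 0.65 and 0.86 without the block (unadjusted permutation p between 0.220 and 0.980) and 1.10, −0.95, 0.62 and 0.77 with it (0.299 to 0.994). Over all rankings tried the lowest was 0.0106, for miR-142-5p-EVs with the Wald ranking and the block. Among 8 measures over the 9 miR-EV libraries, 0 had a library beyond Dixon's limit, a test that leaves out the ctrl-EV libraries and so does not bear on ctrl-EV replicate 3.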
